# The putative tumor suppressor gene *EphA7* is a novel BMI-1 target

**DOI:** 10.18632/oncotarget.11279

**Published:** 2016-08-13

**Authors:** Gaëlle Prost, Sebastian Braun, Falk Hertwig, Marcus Winkler, Lucas Jagemann, Sara Nolbrant, Isabelle V. Leefa, Nils Offen, Kenichi Miharada, Stefan Lang, Isabella Artner, Ulrike A. Nuber

**Keywords:** Bmi1, EphA7, neural stem cells, DNA methylation

## Abstract

*Bmi1* was originally identified as a gene that contributes to the development of mouse lymphoma by inhibiting MYC-induced apoptosis through repression of *Ink4a* and *Arf*. It codes for the Polycomb group protein BMI-1 and acts primarily as a transcriptional repressor via chromatin modifications. Although it binds to a large number of genomic regions, the direct BMI-1 target genes described so far do not explain the full spectrum of BMI-1-mediated effects. Here we identify the putative tumor suppressor gene *EphA7* as a novel direct BMI-1 target in neural cells and lymphocytes. *EphA7* silencing has been reported in several different human tumor types including lymphomas, and our data suggest *BMI1* overexpression as a novel mechanism leading to *EphA7* inactivation via H3K27 trimethylation and DNA methylation.

## INTRODUCTION

*Bmi1* (B cell-specific Mo-MLV integration site 1) was identified as a gene cooperating with *Myc* in the generation of B-lymphoid tumors [1, 2]. BMI-1 protein is a component of multiprotein complexes that mediate gene silencing via chromatin modifications [3].

*Bmi1* knockout (*Bmi1*^−/−^) mice are smaller than their wild-type littermates and display neurological, hematopoietic and skeletal abnormalities [4]. *Bmi1* mutant cerebellum is strongly decreased in size and shows a reduced thickness and cellularity of the molecular and granular layer. Thymus, spleen and bone marrow of *Bmi1*^−/−^ mice have profoundly reduced cell counts and posterior transformation defects along the vertebral column are present. At the cellular level, it has been demonstrated that *Bmi1* maintains somatic stem cells: *Bmi1* deficiency leads to impaired self-renewal of hematopoietic, neural, bronchioalveolar and intestinal stem cells and reduced numbers of incisor stem cells [5–10]. Loss of *Bmi1* also results in premature lineage specification of hematopoietic stem cells (HSCs) thereby decreasing their number [11]. The opposite effect, increased self-renewal of hematopoietic and neural stem cells is observed upon *Bmi1* overexpression [12–15]. High BMI-1 levels are present in many hematopoietic and solid tumors and a critical role of *Bmi1* for tumor development and maintenance has been reported [16, 17].

How does *Bmi1* exert its cellular functions? BMI-1 is involved in transcription regulation and is part of repressor complexes PRC1 (Polycomb Repressive Complex 1) and BCOR [3]. Each canonical and non-canonical PRC1 complex contains a distinct type of Polycomb group RING finger protein (such as BMI-1 = PCGF4), a RING1A/B ubiquitin ligase and additional proteins [18]. KDM2B (=FBXL10) recruits non-canonical PRC1 to unmethylated CpG islands and the RING1B component of this complex monoubiquitylates histone H2A on lysine 119 (H2A119ube1) [19–21]. This enzymatic activity is stimulated by BMI-1 [22]. H2A119ube1 deposition leads to the recruitment of Polycomb Repressive Complex 2 (PRC2) which in turn places the repressive H3K27me3 histone mark (trimethylated histone H3 at lysine 27) [23, 24]. Upon binding to H3K27me3, canonical PRC1 can be recruited by CBX proteins.

Although several cell context-dependent BMI-1 effects can be attributed to a number of identified target genes (e.g. *Ink4a/Arf*, [25, 26]; *Cdkn1a [9]*, *Cdkn1c* [27], *Hoxc13* [22], imprinted gene loci [27]; genes involved in TGF-β/BMP and ER stress response pathways [28]) and protein interaction partners (e.g. E4F1 [29], p53 [30]), these do not explain the full spectrum of BMI-1-mediated cell functions.

In this study, we identified the tumor suppressor gene *EphA7* as a novel direct BMI-1 target.

*Bmi1*^−/−^ knockout mice have a reduced number of proliferating cells in a postnatal neural stem cell niche, the LVW. Here we demonstrate that BMI-1 represses *EphA7* in mouse neural stem/progenitor cells and that *EphA7* deletion partially rescues the proliferative defect in the *Bmi1*^−/−^ lateral ventricle wall (LVW). Moreover, we show that elevated BMI-1 levels lead to an increased amount of H3K27me3 and a delayed increase in DNA methylation at the *EphA7* locus. *EPHA7* is inactivated by DNA hypermethylation in several tumor types, and our data suggest that elevated BMI1 levels contribute to this alteration.

## RESULTS

### Identification of novel BMI-1 target genes in neural stem/progenitor cells overexpressing *Bmi1*

We sought to identify novel BMI-1 target genes in neural stem/progenitor cells which were isolated from the LVW of postnatal mice and grown as neurospheres (NSPs). Test cells were transduced with bicistronic retroviral constructs to overexpress *Bmi1* or FLAG-tagged *Bmi1* (*Bmi1*-FLAG) together with eGFP, and control cells were transduced with an empty vector construct expressing eGFP only. Overexpression of both, flagged and unflagged *Bmi1,* led to the same cellular changes in comparison to empty vector control samples: Increased *in vitro* self-renewal (neurosphere initiation frequency, Figure 1A) and neurosphere size (Figure 1B, 1C). In line with these findings, increased cell numbers were measured in *Bmi1*-overexpressing cultures (Figure 1D).

**Figure 1:**
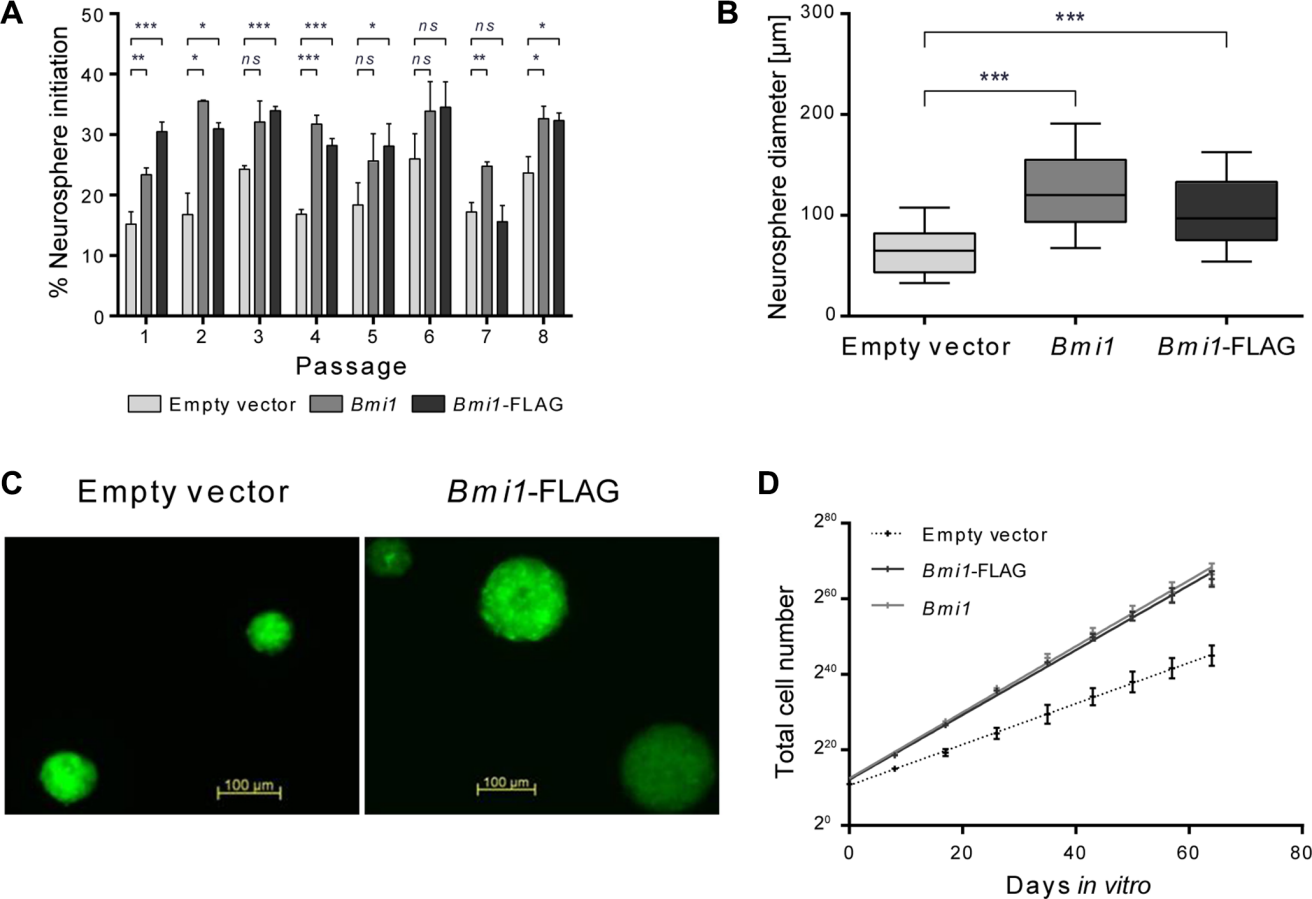
*Bmi1* overexpression increases proliferation and self-renewal of postnatal NSP cells *in vitro* (**A**) Frequency of neurosphere initiation of empty vector, pCMMP-Bmi1 and pCMMP-Bmi1-FLAG transduced cells assessed 7 days post plating for 8 passages (*n* = 3). Error bars represent standard deviations. (**B**) Box plots representing neurosphere diameters determined for empty vector, pCMMP-Bmi1 and pCMMP-Bmi1-FLAG transduced NSP cells at passage 2 (50 spheres were investigated in 3 independent cultures). Whiskers represent the 10–90th percentiles. Results of unpaired *t*-tests in (A) and (B) are marked as follows: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ns: not significant (*p* > 0.05). (**C**) Fluorescent micrographs of empty vector and *Bmi1*-FLAG transduced neurospheres. (**D**) Total cell numbers measured at 7–9 days post plating over 8 passages (*n* = 3). Mean values with standard deviation and linear regression lines are shown. Linear regression analysis showed a significant difference between empty vector and pCMMP-Bmi1 and pCMMP-Bmi1-FLAG transduced NSP cultures (ANCOVA, *p* < 0.0001).

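The expression data came from 6 Affymetrix Mouse Gene ST 1.0 arrays, 3 of neurospheres transduced with the empty vector and 3 of neurospheres overexpressing Bmi1. Neurospheres are free-floating spheres grown from neural stem/progenitor cells, here from the lateral ventricle wall of CD1 mice, an outbred strain. The cells were transduced with a retroviral vector that also encodes eGFP, sorted on eGFP and cultured at clonal density with 2000 cells per well. The sample labels name the unflagged Bmi1 construct, whereas the text of the paper names Bmi1-FLAG. The source field of the labels names the opposite group for all 6 arrays. Titles, transduction and genotype fields and the headings of Supplementary Information File S1 name the same group for each array and were followed. Neither the paper's text nor the sample labels name separate mice or cultures for the 3 arrays of a group, so p-values measure the spread between these samples, which may be technical.
The targeted gene was examined first. Bmi1 (probe set 10469514) read 7.70, 8.40 and 8.31 on the log2 scale with the empty vector and 9.18, 8.36 and 8.42 with the Bmi1 vector. Its mean was 8.14 ± 0.38 (SD, n = 3) against 8.65 ± 0.46 (SD, n = 3), a log2 difference of 0.52 (95% confidence interval -0.16 to 1.19) that did not pass the test (adjusted p = 0.38 from limma). The probe set of Bmi1 therefore did not separate the groups. The RT-qPCR of the paper (Figure 3C) shows higher Bmi1 and lower EphA7, p16ink4a and p19arf with the Bmi1 vector, and on the arrays Epha7 and Cdkn2a, the locus of p16ink4a and p19arf, had log2 differences of -3.82 and -1.08 (adjusted p = 1.1e-04 and 0.0012 from limma), the same direction as titled. Commd3, the gene next to Bmi1 on the chromosome, read 9.17 ± 0.06 (SD, n = 3) with the empty vector and 5.96 ± 0.25 (SD, n = 3) with Bmi1.
According to the submitters' processing notes, the authors made 1 value per probe set by robust multi-array average (RMA) in Affymetrix Expression Console, which corrects the background, equalizes the arrays and combines the probes of a probe set on the log2 scale. Each array took 300 ng of total RNA. The table holds 35557 probe sets and no detection calls. Array medians lay between 4.37 and 4.45. Correlations between arrays across probe sets were 0.991 to 0.993 within a group and 0.985 to 0.987 between groups. Of the probe sets, 21789 name 1 gene, 1621 name several and 12147 are not named here. Differences are given as Bmi1 overexpression minus empty vector on the log2 scale and were tested with limma, with Benjamini-Hochberg adjustment over all probe sets. In what follows, rose and fell mean an adjusted p under 0.05. RMA compresses changes of dim probe sets, so folds of genes that end near 3 on the log2 scale are approximate, and the number of arrays limits the precision.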

To identify genes which are regulated by BMI-1 in neural stem/progenitor cells we compared the gene expression profile of neurosphere cells overexpressing *Bmi1-FLAG* to control cells using Affymetrix Gene Mouse ST1.0 arrays. Based on the criteria described in Materials and Methods, we obtained 200 differentially expressed sequences which showed a downregulation in *Bmi1*-overexpressing cells, and 100 that were upregulated (Supplementary Information File S1). 

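The genes with the largest falls in Bmi1-overexpressing neurospheres were Gria4, a subunit of AMPA-type glutamate receptors, the olfactory receptor gene Olfr618, Epha7 and the kinase gene Rps6ka6. Gria4 went from 8.21 ± 0.30 to 3.12 ± 0.12 (SD, n = 3 each), a log2 difference of -5.10 (standard error 0.16, adjusted p = 2.8e-04 from limma). Olfr618 had a log2 difference of -4.23, Fgl2 of -3.31, Commd3 of -3.21, Lnpk of -2.94 and Crim1, which binds bone morphogenetic proteins, of -2.61. The largest rises were those of the adhesion molecule Vcam1, of Ndrg2, an astrocyte marker, and of Emp1 and Scrg1. Vcam1 went from 5.47 ± 0.20 to 8.66 ± 0.13 (SD, n = 3 each), a log2 difference of 3.19 (standard error 0.12, adjusted p = 3.5e-04 from limma). Ndrg2 rose by 3.04, Emp1 by 3.02, Scrg1 by 3.01, and the chondroitin sulfate proteoglycan gene Vcan by 2.97.

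**Figure D1:**
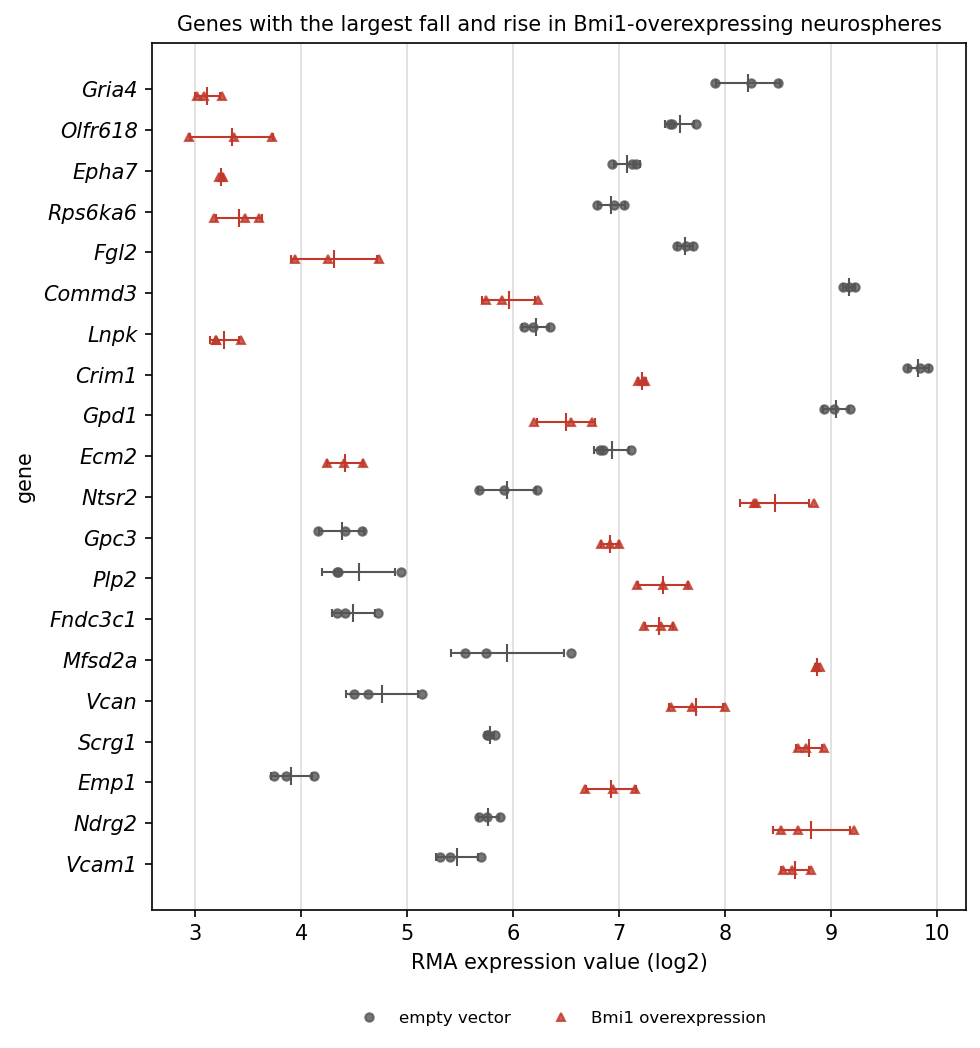
RMA values on the log2 scale (x axis) of the 10 genes with the largest fall and the 10 with the largest rise (y axis), with 1 point per array, circles for empty vector and triangles for Bmi1 overexpression, and bars for the mean and SD of 3 arrays. Gria4 lies at 7.90 or higher in the empty vector arrays and at 3.25 or lower in the Bmi1 arrays, and the groups do not overlap for any gene shown.

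Of the oligodendrocyte, neuron and stem cell markers that passed the test, more rose than fell. Of 28 oligodendrocyte lineage markers, 7 rose, 3 fell and 18 did not pass the test (9 rose and 4 fell adjusted over the list alone). The transcription factor gene Myt1 rose by 1.58, Tmem100 by 1.98 and Lhfpl3 by 1.26, whereas Bcas1, Ugt8a and Opalin had log2 differences of -1.32, -1.53 and -0.78. The remaining rises were those of Nkx2-2 (1.82), Gpr17 (1.21), Pdgfra (1.00) and C1ql1 (0.94). The list pools stages of the lineage, and whether rises and falls divide by stage was not tested. Of 34 neuroblast and neuron markers, 9 rose, 3 fell and 22 did not pass (11 rose and 5 fell adjusted over the list alone). Elavl3 rose by 1.22, Dlx1 by 0.99 and Meis2 by 0.69, Neurod1 went from 4.14 to 2.42, a log2 difference of -1.71, and Map2 and Sox11 had log2 differences of -0.47 and -0.33. Of 29 neural stem and progenitor markers, 5 rose, none fell and 24 did not pass (8 rose and 3 fell adjusted over the list alone), with Prom1 up by 1.58, the Notch target Hes5 by 1.05 and Sox9 by 0.62. These 3 lists were shifted upward against other genes by camera with a preset correlation of 0.01 (adjusted p = 0.0070, 0.043 and 0.031), and did not pass with an estimated correlation (adjusted p = 0.23 for each). The shift of the neuron list was also lost without empty vector replicate 2 (adjusted p = 0.094) and that of the stem cell list without Bmi1 replicate 3 (adjusted p = 0.083), as was that of the neuron list without the latter array. Myt1, Tmem100, Lhfpl3, Bcas1 and Elavl3 are in Supplementary Information File S1, which was read before the lists were fixed. The oligodendrocyte and neuron lists are in that part not independent evidence. Of 31 astrocyte markers, 7 rose, 3 fell and 21 did not pass (11 rose and 9 fell adjusted over the list alone), with no shift by camera (adjusted p = 0.35). Ntsr2 rose by 2.53 and the potassium channel gene Kcnj10 by 1.78, whereas Id3, Mlc1 and Glul had log2 differences of -1.04, -0.39 and -0.37, and the other probe set of Glul (-0.28) did not pass.
Of 49 genes of G2 and M phase, 10 rose, none fell and 39 did not pass the test (31 rose and 0 fell adjusted over the list alone), with a median log2 difference of 0.27. Of 42 S phase genes, 5 rose, none fell and 37 did not pass (8 rose and 0 fell adjusted over the list alone), with a median of 0.21. Camera gave an adjusted p of 1.1e-12 for G2 and M phase and 1.4e-07 for S phase, and neither passed with an estimated correlation (adjusted p = 0.23 and 0.41). Of G2 and M phase, the kinesin gene Kif2c rose by 0.50, Cdca3 by 0.46 and Dlgap5 by 0.40. Of S phase, the DNA primase gene Prim1 rose by 0.57 and the histone chaperone gene Nasp by 0.51. The calls of Cdca3 and Dlgap5 were lost when any 1 array was left out, and those of Kif2c, Prim1 and Nasp in 4, 5 and 5 of 6 such fits, with adjusted p up to 0.066, 0.068 and 0.089 from limma. Mki67, the proliferation marker, had a log2 difference of 0.23 that did not pass (adjusted p = 0.24 from limma).
In all, 1231 probe sets fell and 794 rose. After median centring of the arrays, 1467 fell and 593 rose, and with any 1 array left out the sum was 974 to 1275 in place of 2025. With a log2 difference of at least 1 as well, 331 probe sets fell and 155 rose, naming 169 and 123 genes. The methods' t-test, at the study's thresholds, called 200 lower and 100 higher, each of them among the 331 and 155. The 200 hold 157 distinct sets of values, because repeated probe sets carry the same measurement. The groups did not overlap for 9474 probe sets, or 26.6% of all, against 10% by chance for 3 arrays against 3. An exact permutation test of a single gene cannot go below p = 0.1 in this design.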

To identify direct target genes of the transcriptional repressor BMI-1, binding to genomic regions of selected genes that had reduced transcript levels in response to *Bmi1* overexpression was analyzed by chromatin immunoprecipitation (ChIP). 

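Cdkn2a and Tssc4 were among the genes with reduced transcript levels. Cdkn2a, the locus of p16Ink4a and p19Arf and a known BMI-1 target, fell from 7.04 ± 0.09 to 5.95 ± 0.05 (SD, n = 3 each), a log2 difference of -1.08 (standard error 0.08, adjusted p = 0.0012 from limma). Its single probe set does not tell the 2 transcripts of the locus apart. Of 7 cyclin-dependent kinase inhibitor genes with a probe set, Cdkn2a fell and Cdkn1c rose by 0.47 (4 rose and 1 fell adjusted over the list alone). The call of Cdkn1c was lost when any 1 array was left out (adjusted p = 0.066 to 0.14 from limma) and after median centring. Tssc4, an imprinted gene with suspected tumor suppressor function, fell from 7.93 ± 0.04 to 6.76 ± 0.13 (SD, n = 3 each), with an adjusted p of 0.0013 from limma.
Of 29 p53 target genes, 11 fell, 1 rose and 17 did not pass the test (14 fell and 1 rose adjusted over the list alone). Ccng1, Sesn2 and Phlda3 had log2 differences of -0.79, -0.72 and -0.64, Mdm2, the ubiquitin ligase of p53, fell by 0.57, and Perp rose by 0.56. Camera gave an adjusted p of 4.0e-09 for this list, and 0.057 with an estimated correlation. Of 51 imprinted genes, 8 fell, 3 rose and 40 did not pass (11 fell and 5 rose adjusted over the list alone), without a shift of the list by camera (adjusted p = 0.31). Peg10 and its neighbour Sgce had log2 differences of -1.86 and -1.09, whereas Gatm, Dlk1 and Cdkn1c had log2 differences of 1.17, 1.05 and 0.47. The list holds Tssc4 and Ndn, which the study chose on these arrays, and is in that part not independent evidence. Supplementary Information File S1 names 49 probe sets for Snord116 or other small nucleolar RNAs, the latter on chromosome 7 between 66603051 and 67016843 of NCBIM37, with log2 differences from -2.47 to -1.38. These 49 hold 16 distinct sets of values. Of 7 genes of the Prader-Willi and Angelman region with a probe set of their own, Ndn fell, none rose and 6 did not pass (4 fell and 0 rose adjusted over the list alone). The probe set of Snurf, named so in Supplementary Information File S1 and shared with Snrpn in the platform annotation, is not in these 7 and fell from 7.86 to 6.30, a log2 difference of -1.57 (adjusted p = 6.6e-04 from limma). Camera gave an adjusted p of 0.0057 for the 7 genes, and an adjusted p of 0.23 with an estimated correlation.
Signalling and matrix genes moved in both directions. Of 56 genes of the TGF-beta and BMP pathway, 10 fell, 7 rose and 39 did not pass the test (11 fell and 13 rose adjusted over the list alone). The receptor gene Tgfbr1 and the BMP antagonist Sostdc1 had log2 differences of -1.95 and -1.89, whereas the BMP antagonist Chrdl1 rose by 1.06. Of 30 Notch pathway genes, 3 fell, 2 rose and 25 did not pass (5 fell and 4 rose adjusted over the list alone). The ligand gene Jag1 and the receptor gene Notch3 had log2 differences of -1.52 and -0.82, and the target Nrarp rose by 0.98. Of 34 genes of extracellular matrix and laminins, 6 fell, 6 rose and 22 did not pass (6 and 6 adjusted over the list alone). The laminin genes Lamb2 and Lama4 had log2 differences of -1.27 and -1.10, whereas Gpc3 rose by 2.53. Of 24 pericyte and fibroblast markers, 5 fell, 1 rose and 18 did not pass (5 and 1 adjusted over the list alone), with log2 differences of -2.40 for Twist1, -1.98 for Pcolce and 0.53 for Fbln1. Camera gave no shift for these 4 lists (adjusted p = 0.84, 0.83, 0.83 and 0.45).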

Genes with a known or suspected tumor suppressor function were selected. Neurosphere cells overexpressing *Bmi1-FLAG* and an anti-FLAG antibody were used since available BMI-1 antibodies were not suitable for ChIP experiments. Primer pairs spanning the BMI-1-bound *Ink4a* promoter region [26, 31] were used as positive control. A binding of BMI-1 to genomic regions of four novel target genes was detected (Figure 2): *Ndn*, *EphA7*, *Rps6ka6*, and *Trp53bp2*.

**Figure 2:**
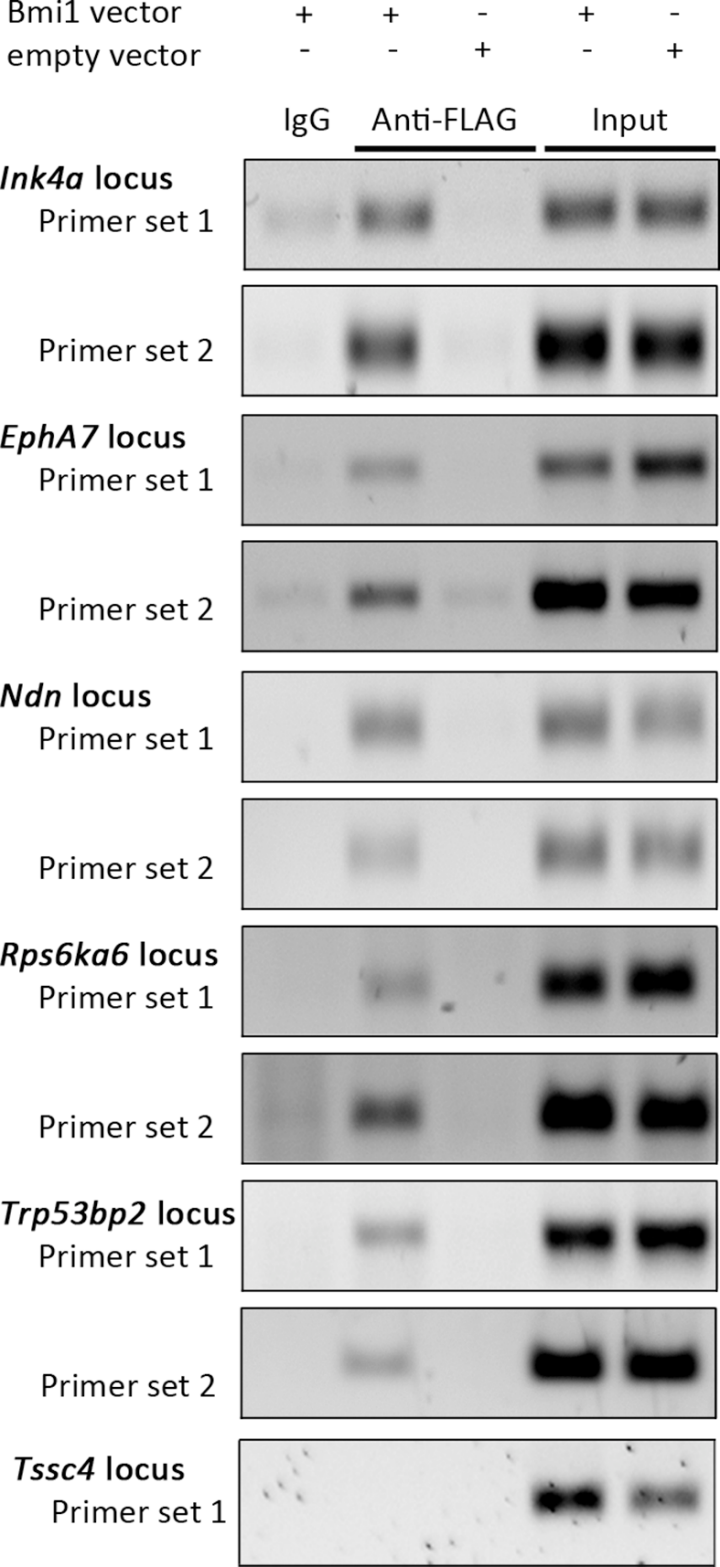
Identification of direct BMI-1 targets by ChIP Representative agarose gel electrophoresis images of PCR-amplified *Ink4a, EphA7*, *Ndn, Rps6ka6, Trp53bp2* and *Tssc4* genomic regions using material from ChIP samples and input controls as template (*n* = 3). ChIP was performed with empty vector (empty) and pCMMP-Bmi1-FLAG-transduced NSP cells, applying the anti-FLAG antibody M2. A matched IgG1 isotype antibody was used as negative control and post-sonication cell lysate served as input control. *Tssc4* PCR results are shown as negative example.

### *EphA7* variant transcripts are decreased in *Bmi1*-overexpressing and increased in *Bmi1^−/−^* cells

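On the arrays, Epha7, Rps6ka6 and Ndn were strongly lower in Bmi1-overexpressing neurospheres and Trp53bp2 was lower by a smaller amount. Epha7, an Eph receptor tyrosine kinase (probe set 10503659), read 7.07 ± 0.12 with the empty vector and 3.25 ± 0.02 with Bmi1 (SD, n = 3 each), a 14.2-fold fall. The log2 difference was -3.82 (standard error 0.08, adjusted p = 1.1e-04 from limma). Rps6ka6, a kinase of the ribosomal S6 kinase family (probe set 10606445), went from 6.93 ± 0.13 to 3.41 ± 0.21 (SD, n = 3 each), an 11.4-fold fall with a log2 difference of -3.51 (standard error 0.13, adjusted p = 3.5e-04 from limma). Ndn encodes necdin, a growth suppressor made from the paternal allele (probe set 10553833). It went from 7.11 ± 0.04 to 5.33 ± 0.23 (SD, n = 3 each), a 3.42-fold fall with a log2 difference of -1.78 (standard error 0.12, adjusted p = 0.0011 from limma). Trp53bp2, which encodes a p53-binding protein (probe set 10352396), went from 7.07 ± 0.04 to 6.50 ± 0.10 (SD, n = 3 each), a 1.48-fold fall with a log2 difference of -0.57 (standard error 0.08, adjusted p = 0.010 from limma).

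**Figure D2:**
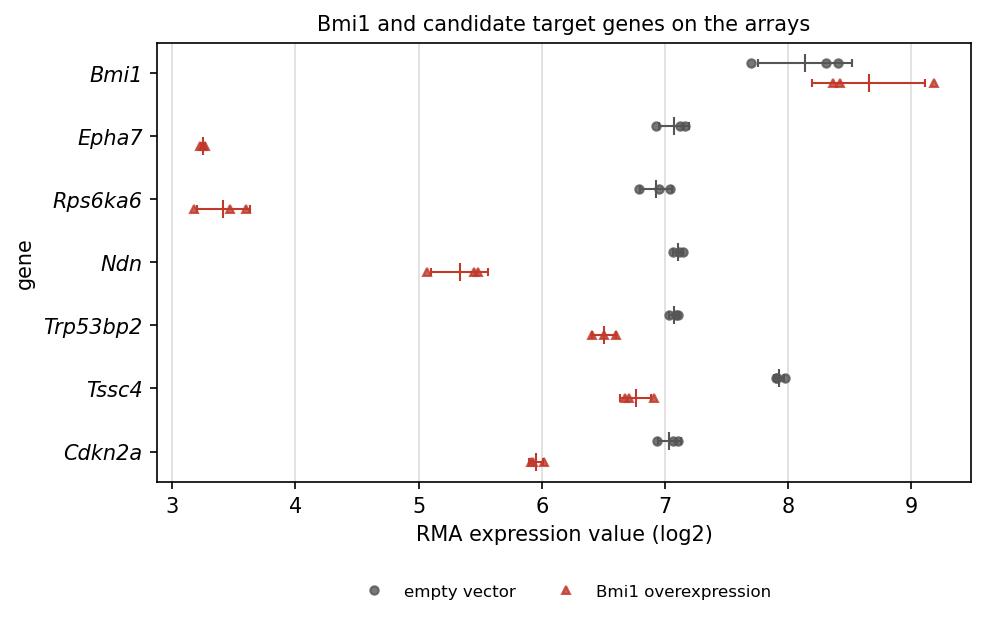
RMA values on the log2 scale (x axis) of Bmi1, the 4 target genes, Tssc4 and Cdkn2a (y axis), with 1 point per array, circles for empty vector and triangles for Bmi1 overexpression, and bars for the mean and SD of 3 arrays. The 6 candidate genes lie lower on every Bmi1 array than on any empty vector array, whereas the Bmi1 probe set overlaps between the groups.

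For each of the 4 genes, all 3 Bmi1 arrays lay below all 3 empty vector arrays (exact permutation test, two-sided, p = 0.1, the smallest that 3 arrays against 3 allow). The fall of Trp53bp2 no longer passed without empty vector replicate 2 (adjusted p = 0.051 from limma) or with the replicate block (adjusted p = 0.066 from limma). From the lower transcript levels together with the binding found by ChIP, the paper treats these genes as BMI-1 targets and asks whether they are derepressed when Bmi1 is absent.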

We next wanted to know if these novel BMI-1 target genes, which were downregulated upon *Bmi1* overexpression, are conversely derepressed in the absence of *Bmi1*. The expression of the four genes was therefore analyzed by quantitative RT-PCR (qRT-PCR) in neural stem/progenitor cells isolated from *Bmi1^−/−^* and *Bmi1^+/+^* (wild-type) mice. *Bmi1^−/−^* mice frequently die shortly after birth [4] and the growth of adult *Bmi1^−/−^* neurospheres is strongly impaired, thus tissue from embryonic stage (E)14.5 wild-type and mutant animals was used for these experiments. Only *EphA7* was significantly upregulated in *Bmi1^−/−^* embryonic neurospheres while expression of other candidate genes was not affected by loss of *Bmi1* (Figure 3A). In addition to studying full length (FL) *EphA7* transcripts, we investigated alternatively spliced truncated *EphA7* variants (Figure 3A, 3B) since they function differently from FL *EphA7* (see discussion below). *EphA7* T1 and T2 represent truncated *EphA7* mRNAs which lack the intracellular domain [32], and the S variant lacks both the intracellular and transmembrane domain [33], producing a secreted EphA7 protein.

**Figure 3:**
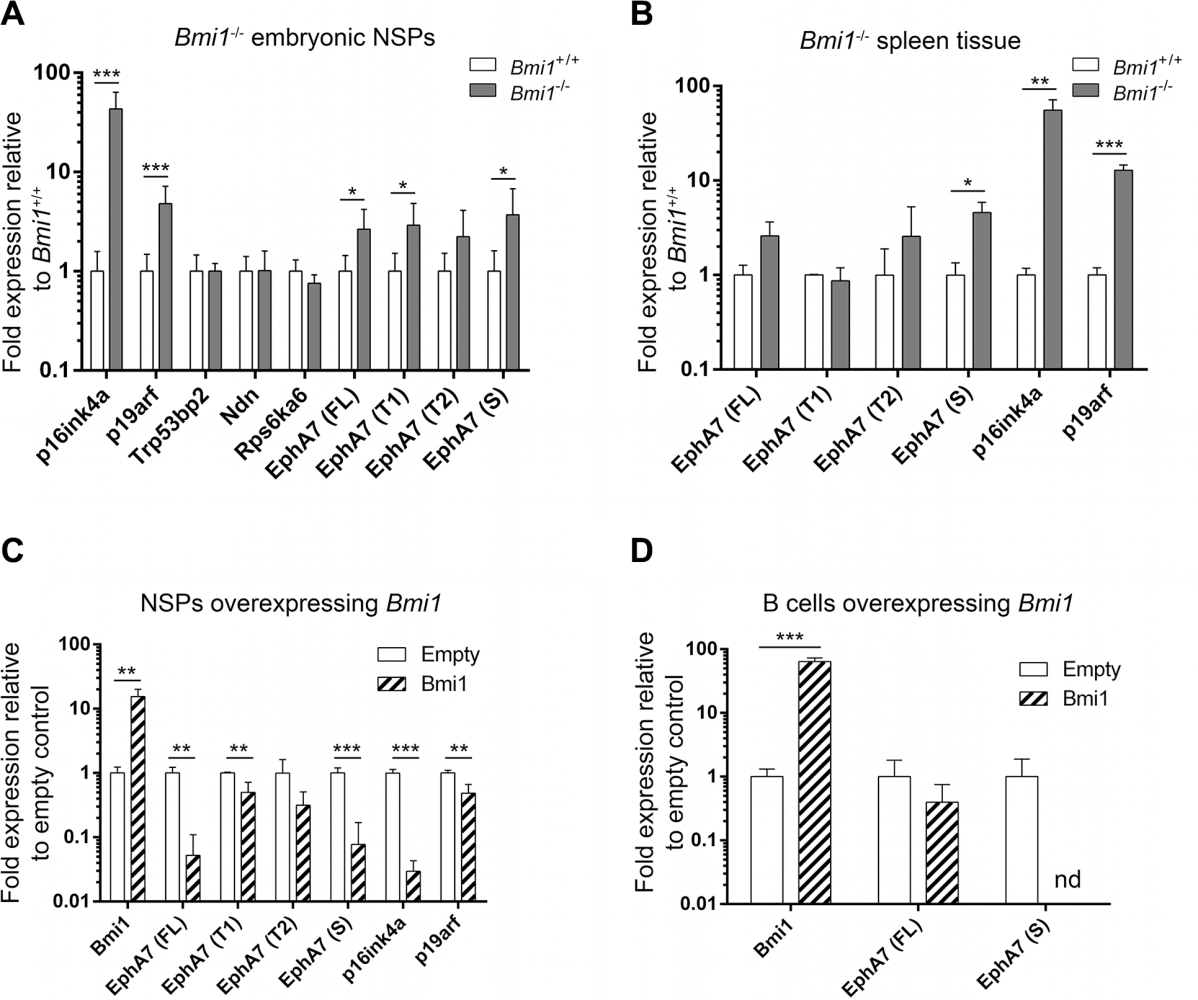
Derepression of *EphA7* isoforms in *Bmi1^−^*^/−^ cells and downregulation in *Bmi1*-overexpressing cells Gene expression levels determined by qPCR analyses are shown. *p16ink4a* and *p19arf* served as positive controls. (**A**) Upregulation of candidate BMI-1 target genes in embryonic day E14.5 neurosphere (NSP) cells isolated from *Bmi1^−/−^* animals in comparison to cells isolated from *Bmi1^+/+^* animals (*n* = 8). Note the increased transcript levels of the full length (FL), truncated (T1) and secreted (S) *EphA7* isoforms (**B**) Upregulation of *EphA7* secreted isoform in postnatal spleen tissue from adult *Bmi1^−/−^* animals in comparison to tissue from *Bmi1^+/+^* mice (*n* = 3). Downregulation of *EphA7* isoform transcripts in postnatal neurosphere cells (**C**) and in postnatal spleen B cells (**D**) in *Bmi1*-overexpressing cells in comparison to empty vector control cells (*n* = 3). Note that upon *Bmi1* overexpression in spleen B cells, transcripts of the secreted *EphA7* isoform were not detectable (nd) anymore. Significant results of unpaired *t*-tests are marked as follows: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001. Mean values with standard deviation are shown.

In addition to abnormalities of the nervous system, *Bmi1^−/−^* mice have a hypoplastic bone marrow and severely reduced thymus and spleen [4]. Since EphA/ephrin-A family members are expressed and function in hematopoietic cells and EphA7-S acts as a tumor suppressor in B cells [33, 34], we investigated if *EphA7* is also upregulated in *Bmi1*-deficient cells of mouse spleen. Increased transcript levels of the secreted *EphA7* variant were detected in *Bmi1^−/−^* spleen tissue (Figure 3B).

Our microarray data on *Bmi1*-overexpressing neurospheres did not allow to distinguish the expression of different EphA7 variants and we therefore analyzed the transcript levels of these variants by qRT-PCR. 

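Epha7 has 1 probe set of its own on the array, so its single value does not tell full-length, truncated and secreted transcripts apart. Which of these transcripts its probes read was not tested. Of 21 Eph receptor and ephrin genes measured, Epha7 and Efnb2 fell and Efna2 rose (3 fell and 3 rose adjusted over the list alone). Efnb2 fell by 0.56 and Efna2 rose by 0.44. The call of Efna2 was lost when any 1 array was left out and that of Efnb2 in 5 of 6 such fits (adjusted p up to 0.13 and 0.12 from limma). The other 18 did not pass the test, among them Epha2, which had a log2 difference of 0.09 (adjusted p = 0.61 from limma). Camera gave no shift of the Eph and ephrin list (adjusted p = 0.84).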

*Bmi1-*FLAG was overexpressed in postnatal neurospheres and spleen B cells. In neurosphere cells harvested two weeks after transduction with *Bmi1*-overexpressing constructs, FL, T1 and S *EphA7* variants were downregulated (Figure 3C); in spleen B cells transcript levels of secreted *EphA7* were lowered below detectable levels in *Bmi1*-overexpressing cells compared to empty vector control cells (Figure 3D). Due to the scarcity of material and the fact that the truncated variants were not significantly upregulated in spleen tissue, we did not investigate the T1 and T2 variants in spleen B cells.

### Deletion of *EphA7* partially rescues the proliferation deficiency in the LVW of *Bmi1^−/−^* mice

Two prominent neural abnormalities in *Bmi1^−/−^* mice are neural stem cell dysfunction and morphological alterations of the cerebellum. Postnatal *Bmi1^−/−^* neural stem cells are severely impaired in their *in vitro* self-renewal capacity determined by neurosphere cultures, and the diameter of neurospheres is significantly smaller compared to neurospheres derived from wild-type animals [5]. The cerebellum of *Bmi1^−/−^* mice is strongly decreased in size and has a reduced thickness and cellularity of the molecular and granular layer [4].

To determine if derepression of *EphA7* contributes to the cerebellar and neural stem cell phenotypes in *Bmi1^−/−^* mice, double knockout (*Bmi1^−/−^EphA7^−/−^*) mice were generated by crossing heterozygous (*Bmi1*^+/*−*^) animals with *EphA7^−/−^* mice. The latter carry a null mutation in the *EphA7* gene which results in a complete absence of *EphA7* expression [35]. Neurospheres isolated from both 6 week-old *Bmi1^−/−^EphA7^−/−^* and from *Bmi1^−/−^* single knockout animals were much smaller than those from wild-type and single knockout *EphA7^−/−^* mice (Figure 4A, 4B) and we did not succeed in passaging the *Bmi1^−/−^EphA7^−/−^* and *Bmi1^−/−^* neurospheres more than once. As in *Bmi1^−/−^* mice, the cerebelli from 6 week-old *Bmi1^−/−^EphA7^−/−^* animals were smaller compared to wild-type mice and had a reduced granular and molecular layer thickness (Figure 4C, 4D). In terms of these parameters, no significant difference between *Bmi1^−/−^EphA7^−/−^* and *Bmi1^−/−^* mice was detected. From these findings we conclude that the defects of the *in vitro* potential of postnatal neural stem/progenitor cells lacking *Bmi1* and the cerebellar abnormalities in postnatal *Bmi1^−/−^* mice cannot be rescued by the deletion of *EphA7*.

**Figure 4:**
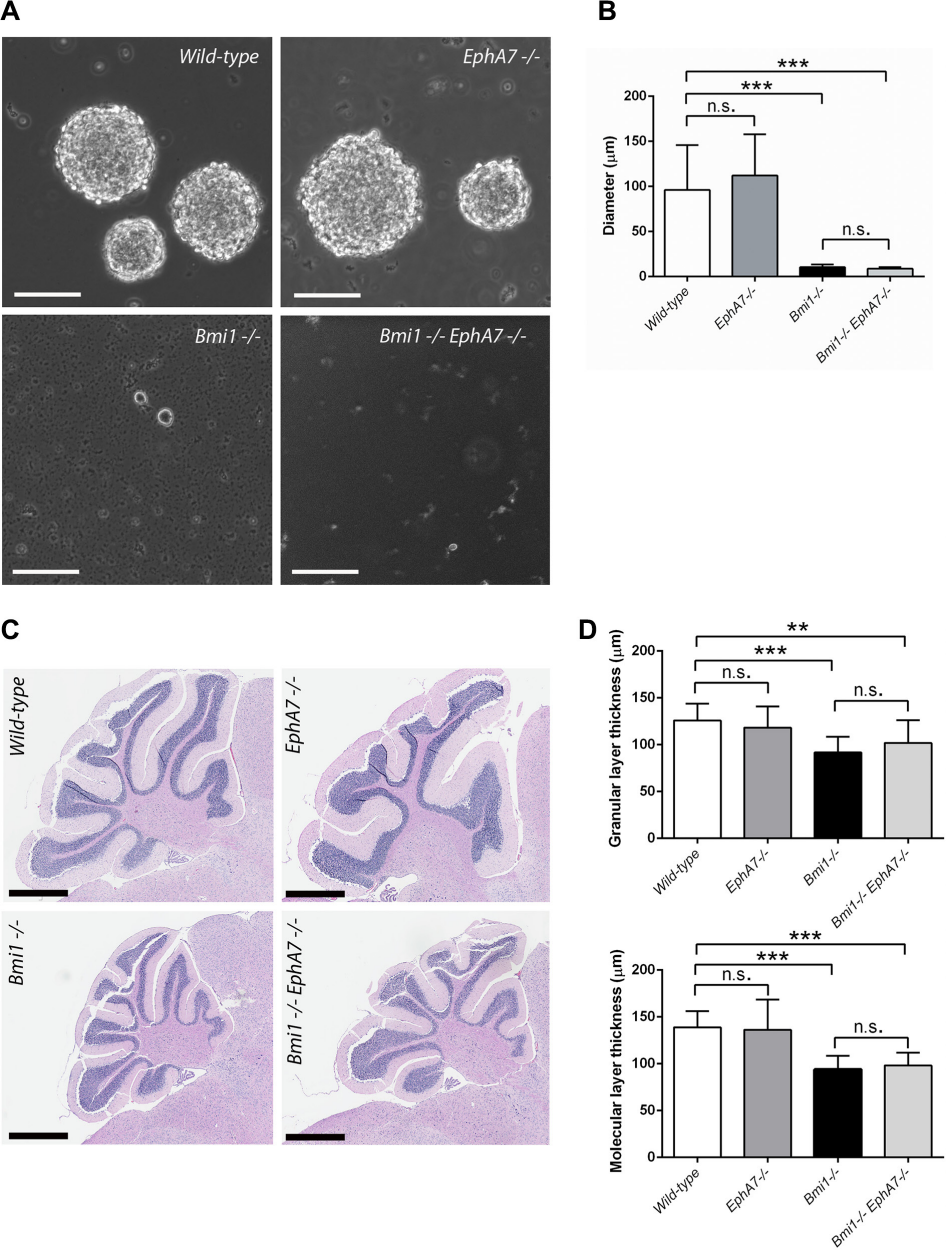
*EphA7* deletion does not rescue postnatal neurosphere and cerebellar defects in *Bmi1*^−/−^ mice (**A**) Neural stem/progenitor cells grown as neurospheres (passage 1). Scale bars 100 μm. (**B**) Comparison of sphere diameters (*n* = 10–13). Mean values with standard deviation are shown. In *Bmi1^−/−^* and *Bmi1^−/−^/EphA7^−/−^* cultures, most of the cells were single cells and did not form aggregates. (**C**) Sagittal sections of paraffin-embedded cerebelli stained with hematoxylin-eosin. Scale bars 800 μm. Cells and tissue were isolated from six week-old mice. (**D**) Granular and molecular layer thickness, mean values with standard deviation. 3 mice per genotype, 3–6 measurements per mouse. Significant results of unpaired *t*-tests are marked as follows: n.s. not significant (*p* > 0.05), **p ≤ 0.01, ***p ≤ 0.001.

EphA7 is an ephrin receptor and forward and reverse signaling through these receptors depends on the cellular context and the presence of different ligands [36, 37]. Since the microenvironment present in the neural stem/progenitor cell niche of the LVW is not preserved under neurosphere culture conditions, we also analyzed tissue sections of wild-type, *Bmi1^−/−^*, *EphA7^−/−^,* and *Bmi1^−/−^EphA7^−/−^* mice. A lower number of proliferating neural stem/progenitor cells has previously been reported in the dorsolateral corner of the LVW in *Bmi1^−/−^* mice [38]. We counted the number of all (DAPI-positive) and of proliferating (Ki67-positive) cells in the dorsolateral corner of the LVW in anterior and posterior tissue sections and calculated the percentage of Ki67-positive cells (Figure 5A, 5B). A significantly lower percentage of proliferating cells was found in anterior and posterior sections when comparing *Bmi1^−/−^* with wild-type animals (Figure 5B). Moreover, in anterior sections, the percentage of proliferating cells in the dorsolateral corner was significantly higher in *Bmi1^−/−^EphA7^−/−^* compared with *Bmi1^−/−^* animals (Figure 5B). The majority of Ki67-positive proliferating cells in mouse brains of all four genotypes were Dcx-positive neuroblasts; very few Ki67-positive cells were co-stained with the neural progenitor cell marker Mash1 (see Figure 5C and data not shown). From these data we conclude that the absence of *EphA7* in *Bmi1^−/−^* mice increases the percentage of proliferating neuroblasts and neural progenitor cells in the dorsolateral corner of the anterior LVW of *in vivo*, albeit not to the level present in wild-type animals.

**Figure 5:**
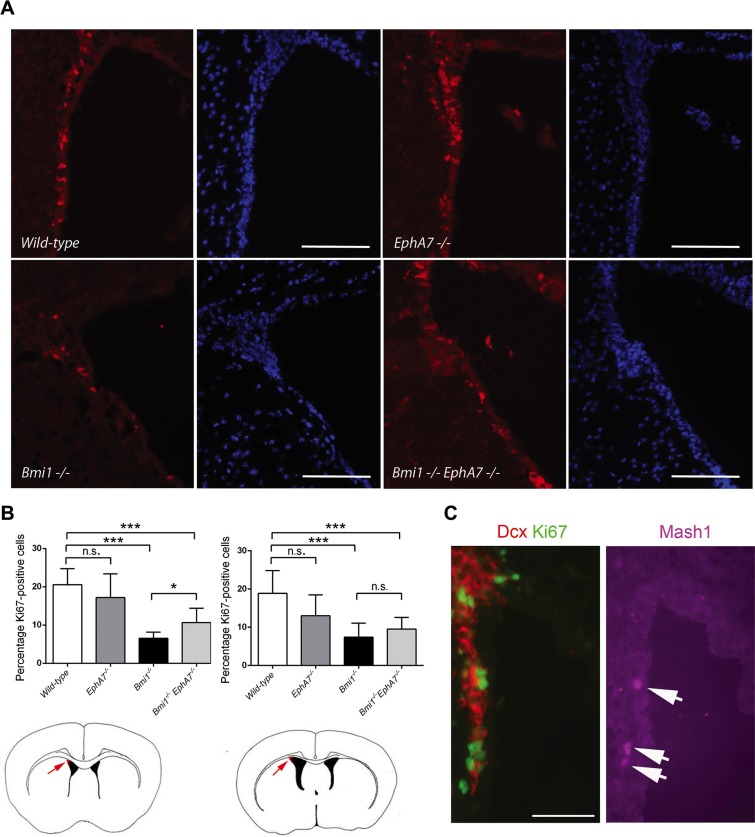
Deletion of *EphA7* increases the number of proliferating cells in the LVW dorsolateral corner of *Bmi1*^−/−^ mice (**A**) Coronal anterior brain sections of 6–7 week-old mice stained with an antibody against Ki67 (red) and DAPI (blue). Scale bars: 100 μm. (**B**) Number of Ki67-positive nuclei per DAPI-positive nuclei shown as percentages (Wild-type: *n* = 10 ventricles, *EphA7^−/−^ n* = 10, *Bmi1*^−/−^ *n* = 8, double knockout *n* = 6). Results of unpaired *t*-tests are marked as follows: *p ≤ 0.05, ***p ≤ 0.001, ns: not significant (*p* > 0.05). Mean values with standard deviation are shown. Cartoons depict anterior (left hand side) and posterior (right hand side) forebrain sections. Arrows point to the dorsolateral corner (red). (**C**) Coronal anterior brain section of a 6 week-old wildtype animal stained with antibodies against Ki67 (green), the neuroblast marker Dcx (red), and the neural progenitor cell marker Mash1 (purple). Arrows point to Mash1-positive cells. Scale bar: 50 μm.

### Deletion of *EphA7* does not rescue gross hematopoietic abnormalities in *Bmi1^−/−^* mice

*Bmi1*^−/−^ animals are characterized by a diminished spleen and thymus size and reduced cellularity of the spleen, thymus, and bone marrow [4]. We found a lower spleen and thymus weight and reduced cellularity of spleen, thymus, and bone marrow in *Bmi1^−/−^* compared with wild-type animals. These deficiencies were not significantly improved in *Bmi1^−/−^EphA7^−/−^* animals (Supplementary Information Figure S1) arguing that the BMI-1-*EphA7* axis does not contribute to the consequences of *Bmi1* loss of function in these organs.

### *Bmi1* overexpression increases the DNA methylation of an *EphA7* promoter-associated CpG island

*EPHA7* expression is low to absent in a large fraction of certain human hematological malignancies: germinal center B-cell Non-Hodgkin lymphomas [33], follicular lymphomas [34], and T cell lymphomas [39]. Moreover, reduced to absent *EPHA7* expression has also been found in human colorectal cancer [40]. The reduction of *EPHA7* gene expression in these tumor types can be explained by increased genomic methylation and genomic deletion of this locus with the former being a frequent event. Hypermethylation of *EPHA7* without a corresponding analysis of gene expression levels has also been reported for human prostate cancer tissues and many human acute lymphoblastic leukemia lines and primary samples [41, 42]. Oricchio *et al.* showed that the secreted form of EPHA7 can act as a tumor suppressor in human follicular lymphoma [34]. Its tumor suppressor function is mediated by dominant-negative inhibition of EPHA2 dimerization and activation, thus blocking oncogenic EPHA2 signaling. The cause of *EPHA7* silencing by DNA methylation in tumors has not been determined to date. We hypothesized that *BMI-1* overexpression leads to a downregulation of *EPHA7* expression in human tumors and that this event might then contribute to DNA methylation of the *EPHA7* gene. To test this, the DNA methylation of three regions around the *EphA7* transcriptional start site was analyzed by bisulfite-sequencing in *Bmi1*-overexpressing and empty control neurospheres (Figure 6).

**Figure 6:**
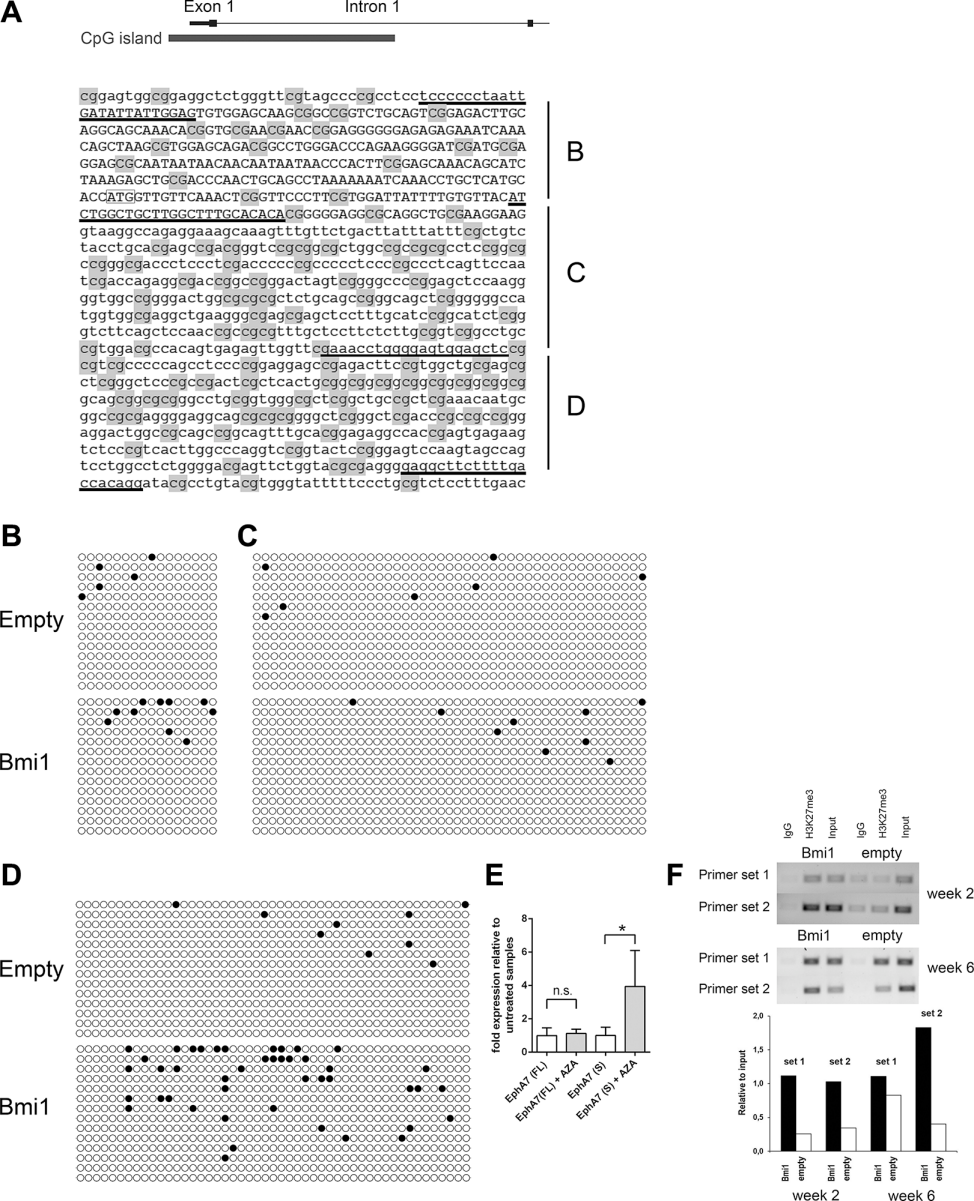
Overexpression of *Bmi1* leads to increased DNA methylation of a genomic sequence within intron 1 of the *EphA7* locus (**A**) Mouse *EphA7* genomic sequence including exon 1 (upper case) and the beginning of intron 1 (lower case). The start codon is marked by a box. Relative position of the CpG island is depicted on top. Underlined sequences indicate primers used to amplify three regions (**B**–**D**). CpGs are highlighted in grey. (B–D) Bisulfite sequence analysis of the three regions. Each row represents the sequence of an individual sequenced clone (open circle: unmethylated CpG site, filled circle: methylated CpG site). Clones from three independent biological samples of *Bmi1-* overexpressing and of empty control neurospheres cultured for 6 weeks after transduction were analyzed. The frequency of methylated CpGs was calculated for each clone and compared between *Bmi1*-overexpressing and empty control samples for each of the three regions. *p*-values of unpaired *t*-tests: region B *p* = 0.3351, region C *p* = 0.5611, region D *p* = 0.0029. (**E**) qRT-PCR of *Bmi1*-overexpressing NSPs cultured for 6 weeks after transduction shows an up-regulation of *EphA7* secreted isoform upon AZA treatment. Results of unpaired *t*-tests (*n* = 3) are marked as follows: *p ≤ 0.05, ns: not significant (*p* > 0.05). (**F**) Agarose gel electrophoresis images of PCR-amplified *EphA7* genomic regions (primer sets 1 and 2) using material from ChIP and input control samples as template. ChIP was performed with empty vector (empty) and pCMMP-Bmi1-FLAG-transduced NSP cells 2 and 6 weeks after transduction, applying an anti-H3K27me3 antibody. A matched IgG1 isotype antibody was used as negative control. Post-sonication cell lysate served as input control. Note the higher relative levels of bound H3K27me3 (H3K27me3 relative to input control) in *Bmi1*-overexpressing cells compared with empty control cells. The primer set 1 region is located 925 bp upstream of the *EphA7* translation start site, the primer set 2 region is 341 bp upstream of this site.

Two weeks after the transduction of neurosphere cells, both empty control and *Bmi1*-overexpressing cells- the latter downregulating *EphA7* (Figure 3C) - contained extremely few methylated cytosines within a promoter-associated CpG island (data not shown). However, in cells analyzed at a later time point - 6 weeks after viral transduction - DNA methylation levels within intron 1 of the *EphA7* promoter-associated CpG island were higher in *Bmi1*-overexpressing cells and significantly different in comparison to empty control cells (Figure 6D, referring to segment “D” in Figure 6A). Addition of the demethylating agent AZA to cells 6 weeks after viral transduction led to an up-regulation of the secreted *EphA7* variant (Figure 6E), indicating that the DNA methylation level present at this time point reduces *EphA7* gene expression.

Interestingly, ChIP experiments revealed increased H3K27me3 levels at the *EphA7* locus at 2 weeks and 6 weeks after transduction, indicating that this repressive mark which is known to be added by the PRC2 complex is present already before the onset of increased DNA methylation (Figure 6F).

Since we found BMI-1 to repress *EphA7* in neural cells and lymphocytes and given that high BMI1 expression levels have been reported in two brain tumor types (medulloblastoma and glioblastoma, [43, 44]) and that the secreted form of EPHA7 functions as tumor suppressor in human follicular lymphoma [34], we asked if high BMI-1 levels might be a cause for the silencing of *EPHA7* in these tumor types. To address this question, the correlation between *BMI1* and *EPHA7* expression levels in human follicular lymphoma, medulloblastoma and glioblastoma samples was calculated (see Materials and Methods for the Affymetrix gene expression datasets used). Spearman's rank correlation coefficients were calculated for gene expression levels of *EPHA7* in comparison to 20 human genes encoding components of mammalian PRC1 and PRC2. These analyses revealed a negative correlation between *BMI1* and *EPHA7* expression levels for the human follicular lymphoma and medulloblastoma datasets, but not for the glioblastoma datasets (Supplementary Information File S2, and data not shown). Taken together, our results support the idea that silencing of *EPHA7* in human follicular lymphoma and medulloblastoma might occur upon *BMI1* overexpression.

## DISCUSSION

In this study we have established *EphA7* as a direct BMI-1 target, which is downregulated upon *Bmi1* overexpression and derepressed in the absence of BMI-1. Eph tyrosine kinase receptors mediate positive and negative effects on cell survival, adhesion, migration, and cell growth depending on the presence of membrane-bound ephrin ligands and co-receptors. Signaling of ephrin ligands/Eph receptors can occur bidirectionally – forward signaling by Eph receptors into the receptor-carrying cell and reverse signaling into the ligand-presenting cell. Truncated EphA7 T1, which lacks the intracellular domain, but retains the transmembrane domain [32], and the secreted variant S, which is devoid of both the intracellular and transmembrane domain [33], block signaling activities of full length EphA receptors [34, 45]. Our qRT-PCR data of *Bmi1*-overexpressing and knockout cells show that BMI-1 can in principle inhibit the expression of full length *EphA7*, the truncated variant T1 and the secreted variant S. Thus, consequences of BMI-1 repressive effects depend on the repertoire of expressed *EphA7* variants in specific cell types. In normal B cells, EphA7 S acts as a tumor suppressor by dominant-negative inhibition of dimerization and activation of oncogenic EPHA2 and our data suggest that *BMI1* overexpression may contribute to the development of tumors such as B-cell derived follicular lymphomas by repressing *EPHA7 S*. Despite the upregulation of *EphA7* variants in *Bmi1^−/−^* cells and tissues, no attenuation of the altered spleen, thymus and bone marrow parameters and the abnormal cerebellar anatomy was observed in *Bmi1^−/−^/EphA7^−/−^* mice. These results indicate that BMI-1 acts through other target genes in these organs. We did however find that deletion of *EphA7* leads to a partial rescue of the reduced cell proliferation in the dorsolateral corner of the LVW in *Bmi1^−/−^* mice. In the postnatal mouse brain, a large number of neural stem cells, specialized types of glia cells, reside in the wall of the lateral ventricles [46]. These cells self-renew and turn into neural progenitor cells, also called transit amplifying C cells, which generate neuroblasts that leave the LVW and migrate along the rostral migratory stream to the olfactory bulb where they differentiate into interneurons. Besides neural stem cells and their progeny, other cell types such as ependymal cells make up the specialized stem cell niche at the LVW. The dorsolateral corner of this region contains the highest number of proliferating cells [47]. Holmberg *et al.* found that ependymal cells and neural stem cells in the adult murine LVW express *EphA7* and that the progeny of neural stem cells in this region, Mash1-positive neural progenitor cells and PSA-NCAM-positive neuroblasts, express the ligand ephrin-A2 [48]. They furthermore showed that this ligand/receptor system acts to negatively regulate neural progenitor proliferation by ephrin-A2 reverse signaling. Our experiments revealed that BMI-1 serves to maintain proliferation in this region and that part of this effect is due to *EphA7* repression. Considering the findings by Holmberg *et al*., this BMI-1-mediated effect could be explained by reduced EphA7 levels leading to an attenuation of the anti-proliferative EphA7/ephrin-A2 reverse signaling in neural progenitor cells. The expression of different *EphA7* variants in adult neural stem/progenitor cells cultured as neurospheres, two of which (T1 and S) have been shown to block full length EphA7 signaling activity, may implicate that multiple mechanisms are present to fine tune the activity of this neural stem cell/progenitor signaling system. Since we did not detect a complete rescue of proliferating cell numbers in *Bmi1^−/−^/EphA7^−/−^* animals, we conclude that other BMI-1 target genes also contribute to this defect. Noticeable differences have been found between *in vivo* and *in vitro* obtained results on BMI-1 functions in neural stem/progenitor cells. The positive effect on neural stem/progenitor self-renewal in cell culture can largely be attributed to the repression of *p16Ink4a* and *p19Arf*, genes which are upregulated in cultured cells [49, 50], but are not expressed in the fetal and young adult brain *in vivo* ([14] and references therein). The fact that in our study, deletion of both *EphA7* and *Bmi1* did not lead to an increased cell number (neurosphere diameter) or neurosphere self-renewal compared to single *Bmi1* knockout *in vitro,* is very likely due to the large effect increased Ink4a/Arf levels have on these cultured cells. In addition, loss of the LVW stem cell niche architecture under cell culture conditions may contribute to the different *in vitro* and *in vivo* results.

Hypermethylation of the *EphA7* gene in human and murine tumors has been detected at CpG islands around the transcriptional start site [33, 34, 39–42] and is associated with a downregulation of *EphA7* transcripts. Our bisulfite sequencing and AZA treatment data suggest that a delayed DNA methylation process at an *EphA7* promoter-associated CpG island can be triggered by *Bmi1* overexpression and that this has an impact on *EphA7* gene expression levels. This late effect occurs after the acute *EphA7* repression that is immediately detectable upon *Bmi1* overexpression and that is accompanied by the presence of the repressive histone modification H3K27me3. CpG islands are associated with approximately 70% of annotated vertebrate gene promoters and are generally DNA methylation-free. In tumor cells however, many promoter CpG islands are hypermethylated and this is associated with chromatin compaction and stable long-term silencing of gene expression [51, 52]. DNA methylation is mediated by DNA methyltransferases (DNMTs), however it remains unclear how this activity is targeted to specific genomic sites [53].

How could elevated levels of the PRC1 component BMI-1 initiate DNA methylation? Several studies provide evidence for a connection between PRC binding/activity and DNA methylation. A positive correlation has been reported between genes hypermethylated in cancer cells and genes bound by PRC2 subunits and the PRC2 histone mark H3K27me3 in embryonic stem (ES) and other cells [54–56]. Moreover, a large overlap between DNMT3B target genes in B cells and PRC1 and PRC2 target genes in ES cells or embryonic fibroblasts has been found in different cell types [57]. Studies with ES cells point to a transition from a PRC-bound state of certain genes in undifferentiated cells to a DNA methylated state in their differentiated progeny. Promoters which are occupied by H3K27me3 in ES cells are more likely to gain DNA methylation during differentiation [58]. Furthermore, loss of *Fbxl10* leads to a *de novo* methylation of CpG islands that are bound by PRC1 and PRC2 components, and this does not occur at CpG islands that are PRC-free [59], indicating that the presence of PRC might represent a prerequisite for this *de novo* DNA methylation. Interestingly, mixed states of PRC occupancy and DNA methylation have been found in somatic and cancer cells: loci with overlapping H3K27me3 and methylated DNA have been described [54, 60, 61] and genes that are enriched for H3K27me3 in normal cells can display H3K27me3 and DNA methylation or DNA methylation only in cancer cell lines of the same tissue [54, 62].

A possible explanation for these data is that silencing at certain loci might be induced by PRCs, followed by DNA methylation and subsequent loss of PRC binding at DNA-methylated regions. The circumstances and molecular mechanisms of such a scenario remain to be established. Potential hints at how PcG proteins are involved in DNA methylation are provided by studies showing that the PRC2 component EZH2, which catalyzes H3K27me3, can recruit DNMTs [63] and that BMI-1 forms a complex with DNMT1, DNMT1A and RING1B, and cooperates with DNMT1A [64]. In this context it is important to note that recent investigations have reported considerable *de novo* methylation activity of DNMT1 ([53] and references therein).

In the context of our study, both PRC1 and PRC2 components seem to be involved in the repression of *EphA7*. BMI-1 is part of both canonical and non-canonical PRC1, which can be found in the vicinity of the same gene [18] and the presence of H3K37me3- a histone mark known to be deposited by PRC2- preceded DNA methylation at the *EphA7* locus. An alternative explanation to a direct involvement of BMI-1 in mediating DNA methylation at this locus is that a decreased gene expression state *per se* may render the *EphA7* locus more prone to become DNA methylated and thus explains the late increase in DNA methylation upon *Bmi1* overexpression. In any case, slow increases in DNA methylation of BMI-1 target genes including *EphA7*might in turn make them more amenable to further silencing events, finally leading to a highly methylated state as found in tumor cells. Although our data suggest that a delayed DNA methylation process is initiated upon *Bmi1* overexpression, investigation of different stages of tumor development *in vivo* will be required to better understand the dynamics and mechanisms of *de novo* DNA methylation at the *EphA7* locus. Collectively, our study has revealed *EphA7* repression as a new mechanism by which BMI-1 controls cell proliferation in the postnatal LVW and provides novel molecular support for a connection between Polycomb group proteins and tumor suppressor gene silencing.

## MATERIALS AND METHODS

### Animals

*Bmi1* knockout mice (C57BL/6 background) were kindly provided by Maarten van Lohuizen [4]. *EphA7* knockout mice [35] were from Charles River/The Jackson Laboratory (*Epha7<tm1Ud>/J,* Bar Harbor, USA). This strain with a complex background was crossed onto a C57Bl/6 background. CD1 mice were from Charles River (Sulzfeld, Germany). The animals were housed in an animal facility and kept under standard conditions. All animal procedures were approved by a local ethical committee.

### Statistical analyses

Statistical analyses were performed with GraphPad Prism 6 (GraphPad Software, San Diego, USA) if not stated otherwise.

### Neurosphere culture and transduction

Neurospheres from postnatal and embryonic day E14.5 were isolated, cultured and transduced according to [65]. The pCMMP-IRES2-eGFP retroviral vector with mouse *Bmi1* cDNA, *Bmi1*-FLAG cDNA (C-terminal FLAG-tag) or without an insert (empty control) upstream of the IRES site was used [65]. GFP-positive cells were sorted using a FACSAriaIII (BD Biosciences, San Jose, USA).

### *In vitro* neurosphere assays

Neurosphere cells (NSPs) from 4 week-old CD1 mice were transduced with pCMMP-Bmi1, pCMMP-Bmi1-FLAG and empty vectors and plated in triplicates at clonal density (2,000 cells per well, i.e. 1 cell/μL or 1–2 cells/cm^2^) in standard 6-well plates (TPP, Trasadingen, Switzerland). At each passage (7–10 days after plating), NSPs were counted microscopically. After dissociation with Accutase and resuspension in NSP medium, viable cell numbers (identified by trypan blue dye exclusion; Sigma-Aldrich, St. Louis, USA) for each well were determined with a hemocytometer (Neubauer chamber; Roth, Karlsruhe, Germany).

### Microarray analysis

Microarray hybridizations were done as described in [65]. The data can be retrieved from the GEO database (accession number GSE70451). Normalized data were further analyzed with MaxDView (http://www.bioinf.manchester.ac.uk/microarray/maxd/maxdView/). A *t*-test was applied to compare *Bmi1*-overexpressing and empty vector control samples (*n* = 3 of each). Differential expression of genes was considered relevant in case of a p2value below 0.001 and a mean log difference of at least 1.

### ChIP

NSP cells from 4–6 week old CD1 mice transduced with pCMMP-Bmi1-FLAG and empty vectors were sorted by flow cytometry based on GFP and used for ChIP with an anti-FLAG antibody. For H3K27me ChIP, the same cellular material as for the DNA methylation analyses was used (transduced and sorted NSPs from 2–3 week old C57BL/6 mice). For details, see Supplementary Information Materials and Methods.

### Isolation, culture and transduction of B cells from mouse spleen

Spleen tissue from 6 week-old mice was homogenized in cell buffer (5% FBS and 2.5 mM EDTA in PBS), red blood cells were removed using NH_4_Cl and the resulting cell suspension was filtered (30 μm filter, BD Bioscience) and CD19-positive cells were isolated. Additional details, cell culture and transduction are described in Supplementary Information Materials and Methods.

### Cellularity of hematopoietic organs

Isolated thymus, spleen and bone marrow cells were counted with a hemocytometer (Neubauer chamber; Roth) (see also Supplementary Information Materials and Methods).

### qRT-PCR

Total RNA was isolated with the all prep RNA/DNA mini kit (Qiagen, Valencia, USA). RNA was converted to cDNA using M-MLV Reverse Transcriptase (Promega, Madison, USA) and random hexamers (Thermo Scientific, Waltham, USA). qPCR was performed with the Power SYBR green PCR master mix using a Step one Plus thermocycler (Applied Biosystems, Waltham, USA) with the following reaction conditions: 95°C for 10 min, 95°C for 30 s and 60°C for 1 min (except for EphA7-FL and EphA7-S, 63°C for 1:45 minute), steps 2–3 were repeated 45 times. Data were normalized to *Tbp*. Primer sequences are listed in Supplementary Information Materials and Methods.

### Immunostaining of tissue sections

Cryosections of brains from 6–7 week old mice were stained with rabbit anti-Ki67 (1:500, Novacastra laboratories, Wetzlar, Germany), goat anti-Dcx (1:100, Santa Cruz biotechnologies), mouse anti-Mash1 (BD Pharmingen). Secondary antibodies coupled with Cy3, Cy5 and Alexa488 (1:300, Jackson ImmunoResearch laboratories, West Grove, USA) were used (see also Supplementary Information Materials and Methods).

### Quantification of Ki67-positive cells

Coronal sections of anterior and posterior locations of the brain were analyzed. Sections were chosen based on visual hallmarks (anterior sections at around 1.0–0.9 mm from bregma, posterior sections about 0.02 mm from bregma (as defined in [66]).

Ki67-positive nuclei and DAPI-positive nuclei were counted around the dorsolateral corner of the LVW (100 μm medially and 250 μm ventrally). Only cells with a distinct colocalization of DAPI and Ki67 were considered Ki67-positive. For each brain, one representative section was analyzed and nuclei in the dorsolateral corner were counted in the two lateral ventricles present on each tissue section.

### DNA methylation analysis

Genomic DNA was isolated from NSPs (derived from 2–3 week old C57BL/6 mice) using the all prep DNA/RNA mini kit (Qiagen). Bisulfite conversion and purification was done with the Epimark Bisulfite Conversion Kit following the instructions of the manufacturer (New England Biolabs, Ipswich, USA). See Supplementary Information Materials and Methods. The frequency of methylated CpGs of each clone was calculated as ratio of the number of methylated CpGs/total number of CpGs.

### AZA treatment

NSPs kept in culture for 6 weeks after transduction with *Bmi1*-FLAG were plated at a density of 100,000 cells per well of a 6 well plate. Three days later, formed spheres were treated with 5 μM 5-Aza-2′-deoxycytidine (AZA, Sigma) for 48 h, with medium and drug renewal every 24 h. Cells were harvested, washed in cold PBS, and processed for RNA extraction.

### Calculation of Spearman's rank correlation coefficients

Raw Affymetrix gene expression data of human follicular lymphoma (Gene Expression Omnibus series GSE37088), human glioblastoma (GSE4290 and GSE4536), and human medulloblastoma GSE37382 and GSE37418) were analyzed using the R LIMMA package [67–69]. Expression estimates were calculated using RMA and normalized using quantile normalization. Spearman's rank correlation coefficients were calculated between human EPHA7 and 20 genes coding for components of mammalian PCR1 (RING1 [RING1A], RNF2 [RING1B], CBX2, CBX4, CBX6, CBX7, CBX8, PCGF1, PCGF2, PCGF3, BMI1 (PCGF4), PCGF5, PCGF6, PHC1, PHC2, PHC3) and PCR2 (EZH1, EZH2, EED, SUZ12) complexes using the R cor.test function [70, 71].

## SUPPLEMENTARY MATERIALS TABLES AND FIGURES

How the deposited data were processed for this re-analysis (not part of the article)

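RNA of 6 neurosphere samples, 3 transduced with the empty vector and 3 with the Bmi1 vector, was measured on Affymetrix Mouse Gene ST 1.0 arrays, 1 sample per array. The authors made the deposited values by RMA (background correction, quantile normalization and summary of the probes of each probe set) in Affymetrix Expression Console, as the submitters' processing notes name them, and the deposited unit is log2 expression per probe set. Versions and library file are not given in the sources used here. Supplementary Information File S1 names the genome build NCBIM37 for small nucleolar RNA probe sets. The values of the 300 probe sets printed in Supplementary Information File S1 are the same as the deposited ones, with a largest difference of 0. Samples were assigned to groups by title, transduction and genotype fields and by the headings of that file. The source field of the labels, which names the other group, was not used.

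Probe sets were named from the platform annotation. It gives 1 gene for 21789 of 35557 probe sets and several for 1621, which were not named. For 21698 of the 21789, the Entrez identifier was found in the RefSeq gene table of GRCm38.p6, and 0 symbols changed. That table was used for names, chromosomes and which genes are neighbours. No coordinates were taken from it, since the platform annotation gives no build and Supplementary Information File S1 names another one, NCBIM37. Where a gene had several probe sets of its own, the one with the highest mean over the 6 arrays was used, for 19938 genes in all.

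The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with no filter and Benjamini-Hochberg adjustment over all 35557 probe sets. A gene rose or fell at an adjusted p under 0.05, and counts are also given with a log2 difference of at least 1. The t-test of the paper's methods (p under 0.001 and a difference of at least 1) was run as an alternative. On simulated arrays with the real means and spreads, where 200 of 35557 probe sets were changed, limma recovered 25.4% of those changed by 0.5, 71.6% of those changed by 1 and 89.4% of those changed by 2 on the log2 scale, and called 4 of 35357 unchanged ones. In the data 2025 probe sets passed, and the Benjamini-Hochberg cutoff depends on that number. The shares recovered therefore hold for the simulated setting only. The number of arrays, 3 per group, limits the precision.

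Gene lists were fixed before the data were examined, with the paper and its supplementary table already read, so that genes of that table in a list are not independent evidence. They covered the genes the paper names, neighbours of Bmi1, Polycomb components, Hox genes, imprinted genes, the Prader-Willi and Angelman region, cell cycle phases, neural, glial, ependymal, microglial, endothelial and pericyte markers, Eph receptors and ephrins, TGF-beta and BMP, Notch, p53, interferon and ER stress genes, glutamate receptors, DNA methylation, immediate early genes, cyclin-dependent kinase inhibitors, sex-linked genes and extracellular matrix. Of 795 listed symbols, 737 matched a probe set naming 1 gene. Cdkn1a was among those that did not. Lists were tested with camera at a preset correlation of 0.01, with the correlation estimated from the data and the mean of all probe sets of a gene as alternatives. The list test fry, which tests the members of a list without comparing them to other genes, was planned and run beside it on all lists. Genes were named in the text by a rule set at the same time: genes the paper names, the 10 largest rises and falls past the test with groups that do not overlap, up to 4 called members of each list with the smallest adjusted p, and the neighbours of Bmi1. Ugt8a, Opalin, Neurod1, Map2, Sox11, Id3, Mlc1, Glul, Gatm, Dlk1, Fbln1, Snurf and Perp were named after their values were seen and were not run under the alternatives. 

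Alternatives set before the data were examined were other tests (the methods' t-test and its Welch form), filters on dim probe sets at a mean of 5 or 6, 1 probe set per gene, median centring, quantile normalization, other variance priors, array weights, replicate number as a block and each array left out. Figures were drawn with matplotlib 3.10.9. The ChIP, RT-qPCR, knockout, methylation and human tumor data of the paper were not analysed here.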

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

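The genes below changed by at least 3 on the log2 scale and are not discussed in the text of the paper. For the 2 gene lists, the paper reports no array values as a set, although it discusses proliferation and names p53 as a partner of BMI-1. The limit of 3 and the choice of the 2 lists were set after the values were seen, as were the tests of the Bmi1 neighbourhood and of an exchange of the groups by Epha7 and Cdkn2a. Groups of 3 arrays were not tested for single outlying arrays.

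Gria4 had a log2 difference of -5.10, Olfr618 of -4.23, Fgl2 of -3.31 and Commd3 of -3.21. Scrg1 had a log2 difference of 3.01, Emp1 of 3.02, Ndrg2 of 3.04 and Vcam1 of 3.19. The p53 target genes had a median log2 difference of -0.25 with 11 members that fell, and the genes of G2 and M phase a median of 0.27 with 10 that rose. Both lists lost their shift with an estimated correlation between genes (adjusted p = 0.057 and 0.23). The estimate was -0.0039 for the p53 list, under the preset 0.01, and 0.23 for G2 and M phase. A higher correlation therefore does not account for the loss in the p53 list, and its cause was not tested.

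The probe set of Bmi1 did not pass the test in cultures made to overexpress Bmi1, while Commd3, the next measured gene on 1 side, fell. Bmi1 alone does not decide whether the 2 groups were exchanged, as the source field of the labels would have it, since its log2 difference of 0.52 was neither past the test nor below 0. Epha7 and Cdkn2a argue against an exchange. Their RT-qPCR in the paper is lower with the Bmi1 vector, in cultures where Bmi1 itself is higher, so exchanged arrays would need log2 differences above 0, and these were -3.82 (95% confidence interval -4.02 to -3.63) and -1.08 (95% confidence interval -1.27 to -0.90). The median log2 difference of the 3 nearest measured genes on each side of Bmi1 was -0.37, and 0.232% of 19791 such windows around other genes were as low. With Commd3 left out the median was -0.32, and 0.551% of windows were as low. These windows were tested after the falls of Commd3, Dnajc1 and Mllt10 had been seen, so they describe the neighbourhood and do not test it. Spag6, Pip4k2a and 4930426L09Rik, on the other side of Bmi1, had log2 differences of 0.15, -0.32 and 0.00 that did not pass the test, and the calls of Dnajc1 and Mllt10 were lost when any 1 array was left out. Whether a lower output of the chromosomal Bmi1 locus offsets transcripts of the vector in the same probe set stays open, and RT-qPCR that tells the transcripts of the locus from those of the vector would decide it. Where on the transcript the probes lie, and whether the cultures of outbred mice differed in the copies or alleles of this region, was not tested.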

How the results depend on the processing

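All alternatives here but the shortened Bmi1 locus list were set before the data were examined. Main counts were 486 probe sets with a log2 difference of at least 1 and 2025 without that limit. The first count was 304 and 193 with means of at least 5 and 6, 292 with 1 probe set per gene, 300 by the methods' t-test, and 182 by its Welch form (98 after Benjamini-Hochberg). With 1 array left out it was 434 to 471. The second was 3424 and 3193 with means of at least 5 and 6, where fewer probe sets are tested, 3190 with an intensity trend, 927 by the methods' t-test, and 469 by its Welch form (210 after Benjamini-Hochberg). It was 974 to 1275 with 1 array left out, where fewer arrays enter, so that the count without a fold limit depends on every array. The cause of the other shifts was not tested. Other splits of the 6 arrays into 3 and 3 called at most 0 probe sets for either count and shifted at most 5 gene lists against 9. In each case 1 of 10 splits, the real one, was as large, and 10 splits are too few for a share under 0.05. The camera call of all 9 lists was lost with an estimated correlation, which left 0. For the p53, neuron, stem cell and Prader-Willi and Angelman lists the estimates were -0.0039, -0.016, 0.0061 and -0.0059. These lie under the preset 0.01, so a higher correlation does not account for the loss in these lists, and its cause was not tested. With means of at least 5 the calls of the Prader-Willi and Angelman region (adjusted p = 0.060) and of the stem cell list (adjusted p = 0.12) were lost, and under quantile normalization that of the neuron list (adjusted p = 0.077). With the Bmi1 locus list shortened to 6 genes, chosen after seeing the data, 9 lists were shifted again. Fry, planned beside camera, passed for all 9 lists in the same direction. It also passed for lists that camera did not call, downward for the genes the paper names (adjusted p = 2.7e-04), imprinted genes (0.0035), Eph receptors and ephrins (0.010), pericyte and fibroblast markers (0.016) and TGF-beta and BMP (0.021), and upward for DNA methylation (0.0075). The medians of the genes the paper names, of Eph receptors and ephrins and of TGF-beta and BMP were log2 differences of 0.05, 0.09 and 0.04, against the direction of fry, those of imprinted genes and of pericyte and fibroblast markers -0.02 and 0.00, and 0 of 14 DNA methylation genes passed the test of single genes, so no shift of these 6 lists is read from fry. Same-numbered arrays did not deviate together (correlations of 0.00, -0.03 and -0.02), and the replicate numbers were not taken as pairs. With the replicate block the counts were 447 and 850, the fall of Trp53bp2 stayed at -0.57 but did not pass (adjusted p = 0.066), and 9 lists were shifted.

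All 6 target and candidate genes were called, and Bmi1, run beside them, was not. By the Welch form after Benjamini-Hochberg 3 were called, and Ndn (-1.78), Tssc4 (-1.16) and Trp53bp2 (-0.57) did not pass. Trp53bp2 was -0.62 to -0.52 with 1 array left out and did not pass without empty vector replicate 2 (-0.56). Over the named genes, 1367 values kept direction and side of the threshold, 179 kept the direction only and 8 newly passed. Signs turned for 4 genes that were not called. Rnf2 was 0.032 under quantile normalization and -0.062 to 0.047 with 1 array left out. E4f1 was 0.0086 under quantile normalization, 0.0046 with array weights and -0.036 to 0.038 with 1 array left out. Tbp was -0.052 after median centring and -0.058 to 0.073 with 1 array left out, and Hoxc13 was -0.067 to 0.020. The table holds no detection calls, so how far dim probe sets lie above background is not known.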

Differences from the paper's values

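The paper reports 200 sequences lower in Bmi1-overexpressing cells, and 331 were lower here by limma at an adjusted p under 0.05 in place of the paper's t-test p, with the same limit of 1 on the log2 difference. It reports 100 that were higher, and 155 were higher here. The paper's methods name a t-test, and with it at the paper's thresholds the counts were 200 and 100, the same probe sets as in Supplementary Information File S1. Among the other alternatives set before the data were examined, the count of lower probe sets lay within 1.5 times the paper's with means of at least 5, with 1 probe set per gene and by the t-test after Benjamini-Hochberg (175, 168 and 264), and not under the rest. The count of higher probe sets lay within that range under these 3 settings (129, 124 and 111), median centring, quantile normalization, the replicate block, and without empty vector replicate 1, 2 or 3 or Bmi1 replicate 2. It did not with means of at least 6, an intensity trend, the robust prior, array weights, the Welch forms, or without Bmi1 replicate 1 or 3.

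Bmi1 transcript was about 15 times the empty vector level by RT-qPCR in Figure 3C, read by eye, and 1.43 times on the arrays, where the probe set did not pass the test. Other tests, filters, variance priors and the replicate block leave this ratio at 1.43, so they could not close the difference. Median centring, quantile normalization, array weights and leaving out 1 array could move it, and gave ratios of 1.19 to 1.58. The RT-qPCR cultures are not stated to be those of the arrays. The paper's text names Bmi1-FLAG for both, whereas the sample labels of the arrays name the unflagged construct. For Epha7, the ratio on the arrays was 0.0706 and that of full-length transcript about 0.05 in Figure 3C, read by eye.

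The paper counts Trp53bp2 among genes downregulated upon Bmi1 overexpression, and Supplementary Information File S1 does not list it. It was lower here with a log2 difference of -0.57 (adjusted p = 0.010 from limma), under the limit of 1 that the paper's methods set. The differences of Epha7, Rps6ka6, Ndn, Tssc4 and Cdkn2a equal those of that file once its sign, which is control minus Bmi1, is turned.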

Other observations

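Genes of synaptic receptors changed in both directions. Of 16 ionotropic glutamate receptor genes, 4 fell, 3 rose and 9 did not pass the test (4 fell and 4 rose adjusted over the list alone). Beside the fall of Gria4, Gria1 rose by 1.13, with the kainate receptor genes Grik3 and Grik4 up by 1.42 and 0.79. Camera gave no shift of this list (adjusted p = 0.83). Of 18 Polycomb genes that the paper set against EPHA7 in tumors, Ezh2 alone passed the test, with a rise of 0.42 that was lost in 5 of 6 fits with 1 array left out (adjusted p up to 0.12 from limma; 1 rose and 0 fell adjusted over the list alone). The list was shifted upward by camera (adjusted p = 0.030), with an adjusted p of 0.26 with an estimated correlation and 0.066 without empty vector replicate 2. It includes Bmi1 itself, with a log2 difference of 0.52 that did not pass the test, and no value without Bmi1 is given here. The largest log2 difference of the list was that of Pcgf2, 0.97, which did not pass either (adjusted p = 0.074 from limma).

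By limma, 0 of 37 Hox genes, 0 of 24 ependymal, 0 of 19 microglial, 0 of 32 ER stress, 0 of 14 DNA methylation and 0 of 4 sex-linked genes passed the test, where an unadjusted p under 0.05 was reached by 2, 3, 0, 6, 3 and 1. The methods' t-test after Benjamini-Hochberg called 1 of the ER stress genes and 0 of the others, and adjusted over the list alone limma called 1 sex-linked gene and 0 of the others. Of 19 endothelial markers, Clec14a fell by 1.34 and 18 did not pass (1 fell adjusted over the list alone). Of 28 interferon response genes, Gbp3 and Bst2 had log2 differences of -0.69 and -0.34 (2 fell adjusted over the list alone), and the call of Bst2 was lost when any 1 array was left out. Of 21 immediate early genes, Ier3 rose by 1.82 and Dusp1 fell by 0.65 (1 rose and 1 fell adjusted over the list alone). Of 24 genes the paper names, 6 fell and 4 rose (6 and 6 adjusted over the list alone), a list chosen in part on these arrays. Of 8 genes listed for the Bmi1 locus, 3 fell and none rose (5 and 0 adjusted over the list alone), with a shift by camera (adjusted p = 0.013) that did not pass with an estimated correlation (adjusted p = 0.23). The list was fixed with Bmi1 itself and with Spag6l, which lies on chromosome 16. Without both, a test added after seeing the data, 3 of 6 genes on chromosome 2 fell (5 adjusted over the list alone), with a shift by camera (adjusted p = 3.3e-04) that did not pass with an estimated correlation (adjusted p = 0.20).

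The tests of whether fallen genes lie next to each other were chosen after neighbours such as Sgce and Peg10 had been seen, and that of risen genes before its result was seen. Of 166 genes that fell with a log2 difference of at least 1 in size, among 19919 in chromosome order, 3 adjacent pairs were found, against a median of 1 and a 95th percentile of 4 in 10000 shuffles of the calls. The pairs were Twist1 with Hdac9, Sgce with Peg10 and Casp12 with Pdgfd. None joined 2 members of 1 gene family, so leaving such pairs out gave 3 again. Of 119 genes that rose with a log2 difference of at least 1, 2 adjacent pairs were found (a median of 1 and a 95th percentile of 2 in the shuffles). Chance was not excluded for either count, and the test without families removed no pair and decides nothing. Only genes with a probe set of their own were ordered. The 30 small nucleolar RNA probe sets on chromosome 7 (13 distinct sets of values) and the probe set of Snurf, all of which fell, were not counted. The test therefore says nothing of that region.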
